# Loss of Hepatocyte-Nuclear-Factor-4α Affects Colonic Ion Transport and Causes Chronic Inflammation Resembling Inflammatory Bowel Disease in Mice

**DOI:** 10.1371/journal.pone.0007609

**Published:** 2009-10-29

**Authors:** Mathieu Darsigny, Jean-Philippe Babeu, Andrée-Anne Dupuis, Emma E. Furth, Ernest G. Seidman, Émile Lévy, Elena F. Verdu, Fernand-Pierre Gendron, François Boudreau

## Abstract

**Background:**

Hnf4α, an epithelial specific transcriptional regulator, is decreased in inflammatory bowel disease and protects against chemically-induced colitis in mice. However, the precise role of this factor in maintaining normal inflammatory homeostasis of the intestine remains unclear. The aim of this study was to evaluate the sole role of epithelial Hnf4α in the maintenance of gut inflammatory homeostasis in mice.

**Methodology/Principal Findings:**

We show here that specific epithelial deletion of *Hnf4α* in mice causes spontaneous chronic intestinal inflammation leading to focal areas of crypt dropout, increased cytokines and chemokines secretion, immune cell infiltrates and crypt hyperplasia. A gene profiling analysis in diseased *Hnf4α* null colon confirms profound genetic changes in cell death and proliferative behaviour related to cancer. Among the genes involved in the immune protection through epithelial barrier function, we identify the ion transporter claudin-15 to be down-modulated early in the colon of *Hnf4α* mutants. This coincides with a significant decrease of mucosal ion transport but not of barrier permeability in young animals prior to the manifestation of the disease. We confirm that claudin-15 is a direct Hnf4α gene target in the intestinal epithelial context and is down-modulated in mouse experimental colitis and inflammatory bowel disease.

**Conclusion:**

Our results highlight the critical role of Hnf4α to maintain intestinal inflammatory homeostasis during mouse adult life and uncover a novel function for Hnf4α in the regulation of claudin-15 expression. This establishes Hnf4α as a mediator of ion epithelial transport, an important process for the maintenance of gut inflammatory homeostasis.

## Introduction

Hepatocyte-nuclear-factor-4α (Hnf4α) was originally identified as an endoderm specific transcriptional regulator detectable in the liver, pancreas and intestine, essential for embryonic development [1]. Conditional genetic removal of *Hnf4α* function in the liver results in impaired lipid metabolism and gluconeogenesis [2] and disorganization of morphological and functional differentiation in the hepatic epithelium [3]. One critical set of gene products found to be disrupted in hepatocytes that have lost Hnf4α is related to epithelial cell adhesion and junction formation [4]. Thus, Hnf4α represents a potent transcriptional regulator with a strong impact on endodermal development and metabolism related pathophysiology.

HNF4α has recently emerged as being a potential regulator of intestinal epithelial function. *In vitro* studies suggest that it stimulates intestinal epithelial cell differentiation, resulting in the formation of a tight epithelial barrier [5]. These features are central to the differentiated epithelium to ensure nutrient metabolism [6] and barrier protection against pathogens [7]. Another fundamental characteristic of the epithelial barrier is to regulate appropriate ion selectivity, for which impairment contributes to the manifestation of inflammatory bowel disease (IBD) [8], [9]. Hnf4α is important during early embryonic colon development and regulation of genes related to epithelial functions [10]. The intestinal epithelial role of Hnf4α is of less importance when disrupted during post-embryonic development of the gut [11]. Hnf4α is required to protect the epithelium during experimental colitis in young adult mice and is reduced in IBD [12]. However, no inflammatory defect was reported to occur in animals that were not chemically induced to develop colitis leaving questionable whether Hnf4α was functionally important to maintain appropriate inflammatory homeostasis during adult life.

Herein, we aimed to investigate whether epithelial *Hnf4α* was solely involved in the control of intestinal inflammatory homeostasis and to explore the nature of the mechanisms implicated. Our results show that *Hnf4α* deletion spontaneously triggered chronic inflammatory response in the colon characterized by disrupted crypt architecture, proliferative changes, apoptosis, increased inflammatory mediator secretion and increased immune cell infiltration. We propose that the loss of mucosal homeostasis is initiated by an early reduction of mucosal ion transport, which was not associated with a significant change of barrier permeability. Claudin-15, a paracellular ion transporter, was confirmed to be a novel and direct gene target for Hnf4α. These findings identify Hnf4α as a transcriptional regulator of ion transport and support a novel functional role for this transcriptional regulator in colonic inflammatory homeostasis.

## Materials and Methods

### Animals and Ethics Statement

12.4 KbVilCre/*Hnf4α^loxP-loxP^* mutant mice were obtained exactly as described previously [11]. Mice were kept under pathogen free conditions and were tested negative for helicobacter, pasteurella and murine norovirus. Mice were treated in accordance with a protocol approved by the Institutional Animal Research Review Committee of the Université de Sherbrooke.

### RNA Isolation and Quantitative PCR

Tissue samples were harvested, total RNA was isolated and quantitative RT-PCR was performed as described previously [13]. Target expressions were normalized using either hypoxanthine-guanine phosphoribosyl transferase (HPRT) or TATA binding protein (TBP) expression depending on target mRNA abundance. All primer sequences and cycling conditions are available upon request.

### Microarray Screening and Data Analysis

Probes for microarray analysis were generated from RNA isolated from the proximal colon of 3 control and 3 *Hnf4α* mutant mice at 12 months of age. Affymetrix GeneChip® Mouse Genome 430 2.0 arrays were screened with six generated probes via the microarray platform of McGill University and Génome Québec Innovation Center as previously described [14] (data are accessible through GEO series accession number GSE11759). To test for statistically significant changes in signal intensity (*p* values of≤0.05; SAM test), compiled data (RMA analysis) were screened using FlexArray 1.1 (Genome Quebec). Data were also analyzed through the use of Ingenuity Pathways Analysis (IPA) to generate networks of genes associated with biological functions and/or diseases (Ingenuity Systems, www.ingenuity.com).

### Immunoblots

Total protein extracts were obtained and separated by protein electrophoresis as described previously [13]. The following antibodies were used and incubated at 4°C O/N: anti-β-actin (#sc1615, 10 ng/ml) and anti-HNF4α (#sc6556, 100 ng/ml) from Santa Cruz; anti-cleaved caspase-3 (#9664, 1∶500), anti-IκBα (#9242, 1∶1000), anti-phospho- IκBα (Ser32) (#2859, 1∶1000) from Cell Signalling and anti-claudin-4 (#36-4800, 500 ng/ml), anti-claudin-8 (#40-0700Z, 32 ng/ml), anti-claudin-15 (#38-9200, 250 ng/ml) and anti-E-cadherin (#33-400, 30 ng/ml) from Zymed.

### Electronic Microscopy

Tissues intended for electronic microscopy analysis were fixed with 2.5% glutaraldehyde in 0.1 M cacodylate buffer and processed as described previously [13].

### Immunohistochemistry, Immunofluorescence and Cytological Stains

For histological analysis, tissues were fixed in a swiss roll position using 10% neutral buffered formalin and paraffin embedded. Antigen retrieval was performed using 10 mM citrate buffer, pH 6.0 and the DAKO EnVision+ System-HRP according to the manufacturer's instructions (DakoCytomation). Antibodies were used under the following conditions: anti-MPO (#RB-373, 1∶100) and anti-Ki67 (#RB-1510-R7) (Neomarkers). For HNF4α indirect immunofluorescence, anti-HNF4α (1 mg/ml) was used. For claudin immunodetection, 5 µm thick OCT cryosections were fixed in 100% methanol for 10 minutes at – 20°C followed by incubation with anti-claudin-4 (1 µg/ml), anti-claudin-8 (0.2 µg/ml) and anti-claudin-15 (1 µg/ml). Primary antibodies were visualized with the appropriate FITC-coupled secondary antibody (Vector Laboratories) and samples were mounted with Vectashield Hard Set mounting medium with DAPI (Vector Laboratories). Alcian blue staining was done as described elsewhere [15]. All images were captured on a Leica DMLB2 microscope using a Leica DFC300 FX camera.

### Cytokine Array and ELISA

Cytokine production by colonic tissues of normal and Hnf4α null mice was determined using the RayBio® Mouse Cytokine Antibody Array G series 1000 (RayBiotech, Norcross, GA). Colons of 1 year old mice were harvested and protein lysates prepared as previously described [16]. The cytokine antibody array was performed with 40 µg of protein and scanned in the Cy3 channel using a ScanArray Express dual-color confocal laser scanner (Perkin Elmer). Results were normalized and analyzed as recommended by the manufacturer [17]. CXCL1 expression was quantified using the R&D Systems duoSet ELISA development kit for mouse CXC chemokine KC (R&D Systems). ELISA assays were performed using 30 µg of whole colon protein extract per well following the manufacturer's recommendation.

### DSS Samples and UC Samples

2.5% DSS mild treatment was given to CD1 mice for a period of 10 days and the colon was harvested. TissueScan Real-Time colitis disease panels were purchased from Origene Technologies. Each panel was composed of total isolated RNA from 6 control samples and 21 UC samples collected all from different individuals. Lyophilised cDNAs were resuspended and qRT-PCR was performed as described above and normalized against β-actin. PCR conditions and primers used are available upon request.

### EMSA and Chromatin Immunoprecipitation

EMSA were performed exactly as described previously [18]. For chromatin immunoprecipitation, whole colon was removed, fixed in 1% formaldehyde and the epithelial cells harvested with a cell recovery solution (BD bioscience). Cells were then sonicated and ChIP performed with Ez-Chip as described by the manufacturer (Millipore).

### Cell Culture

Full length claudin-15 (*NM_021719.3, 1..1846*) was amplified from mouse cDNA with iproof polymerase (Bio-Rad) and cloned in plenti6/V5 vector. Lentiviruses were produced and infection of T84 and IEC6 epithelial cell lines (obtained from the American Type Culture Collection, catalog no. CCL-248 and CRL-1592) was performed as described previously [13]. Stable T84 cell populations were seeded on Corning Transwell permeable supports and electrical resistance was measured each day following the reach of confluency with EVOM instrument (World Precision Instrument).

### Ion Transport and Permeability Measurement

Two sections of colon from each mouse were used for epithelial ion transport and permeability measurements [19]. Each colonic segment was opened along the mesenteric border, rinsed, and mounted in an Ussing chamber. Tissues were bathed in oxygenated Krebs buffer containing 10 mM glucose (serosal side) or 10 nM mannitol (luminal side) at 37°C, and net active transport across the epithelium was measured via a short circuit current (*I*_sc_; µA) injected through the tissue under voltage-clamp conditions. After a 15-min equilibration period, baseline *I*_sc_ (µA/cm^2^) was recorded. Colon paracellular permeability was measured using recovery of 51-chromium-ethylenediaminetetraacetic acid (^51^Cr-EDTA). Briefly, 6 µCi of ^51^Cr-EDTA/ml was added to the luminal side of tissues. 100 µl samples were taken from the serosal side at 0, 30, 60, 90 and 120 min and compared to 100 µl of the radioactive sample (100%) obtained from the luminal side at time 0 [20].

### Statistical Analyses

All data were expressed as mean ± SEM. Groups were compared with student *t* test unless otherwise noted (GraphPad Prism 5, GraphPad Software, SD). Statistical significance was defined as *P*<.05.

## Results

### Intestinal Epithelial Specific Deletion of Hnf4α Alters Adult Colonic Crypt Integrity and Result in Spontaneous Colonic Inflammation

A mouse *Hnf4α* intestinal epithelial conditional knockout colony was generated exactly as described recently [11]. Total RNA isolated from the colon and subjected to qRT-PCR showed that mutant mice did not produce significant levels of wild-type *Hnf4α* mRNA (Figure 1A). Indirect immunofluorescence confirmed that production of the Hnf4α protein was abolished in the colon of mutant mice as compared to control mice (Figure 1B). Intestinal morphology was then compared in tissue sections prepared from control and mutant mice. No significant alteration of the intestinal mucosa was observed in young adult mice. Mild colonic crypt distortion was detected in 3 month old mutant mice. This phenotype worsened over time, becoming severe and fully penetrant for each 6 to 12 months old mutant mouse analysed (Figure 1). Histological analysis of colon sections from these mice revealed healthy crypt regions (Figure 1C) surrounded with abundant focal regions of colonic mucosa with signs of acute inflammation and epithelial destruction (Figure 1D), crypt hyperplasia associated with increased submucosal immune cell infiltrates (Figure 1E) and in rare occasion, early signs of neoplasia that was never observed in age-matched control mice (Figure 1F). Goblet cells in the colonic mucosa were stained with Alcian blue and no significant differences were observed between control (Figure 2A) and non-inflamed regions of the adult mutant mice (Figure 2B). Electron microscopy confirmed the similarities in goblet cell maturity between control (Figure 2C) and mutant mice (Figure 2D). However, the size of goblet cells was reduced in enlarged crypts (Figure 2E) and decreased in number in the more severely distorted crypts of the *Hnf4α* mutant mice (Figure 2F). Relative mRNA levels of *Muc2*, a specific marker of goblet cells, remained stable during the first 3 months but significantly declined in older *Hnf4α* mutant animals (Figure 2G). The expression of the *Muc3* gene decreased early during post-natal life (Figure 2H). Consistent with the similarity to the histopathology seen in patients with IBD, some of the *Hnf4α* mutant mice displayed a characteristic phenotype with relapsing episodes of hematochezia and rectal prolapse (data not illustrated). To further assess the expression of modulators of the immune response, a cytokine antibody array assay was performed on *Hnf4α* colon null and control total protein extracts (Table S1). This analysis identified several cytokines and chemokines to be significantly up-regulated in the *Hnf4α* colon mutant mice (Figure 3A). An ELISA confirmed that the epithelial chemokine C-X-C ligand 1 (CXCL1) was significantly elevated in these samples (Figure 3B). This up-regulation was further correlated to the increased detection of the myeloperoxidase (MPO) signal associated with leukocytes that are recruited following the chemoattractant properties of CXCL1 released at inflammation site (Figure 3C, D). NFκB activity was significantly increased in *Hnf4α* colon mutant mice as determined by the level of phosphorylated IκBα (Figure 3E). Overall, these observations demonstrated that the loss of Hnf4α results in spontaneous chronic inflammation resembling inflammatory bowel disease.

**Figure 1:**
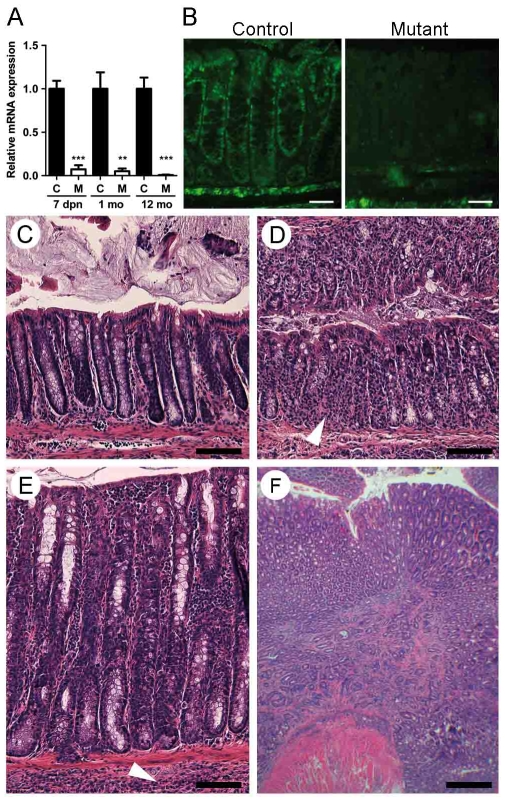
Epithelial specific loss of Hnf4α leads to various signs of chronic colon inflammation. (A) qRT-PCR of *Hnf4α* mRNA at 7 days, 1 month and 12 months in mutants (open bars) relative to controls (black bars). Expression levels are shown as mean values (±SEM) relative to controls for each time point (3–8 mice per group) and were normalized with the *Tbp* housekeeping gene. **P≤.01 and ***P≤.001. (B) Indirect immunofluorescence of Hnf4α performed on controls and *Hnf4α* colon null mice. A non-specific fluorescent signal was observed in the stroma of both control and null mice. Scale bars, 50 µm. (C) H&E staining of a healthy mucosa in mutants. (D) Mucosa with signs of crypt distortion and crypt loss. (E) Increased crypt length and cell infiltrates. (F) Polyp formation. These photographs are representative of eight 12 month-old individuals all showing these morphological features. The formation of polyps was only observed in 2 independent *Hnf4α* colon null mice. All scale bars are 100 µm except for panel F that is 200 µm.

**Figure 2:**
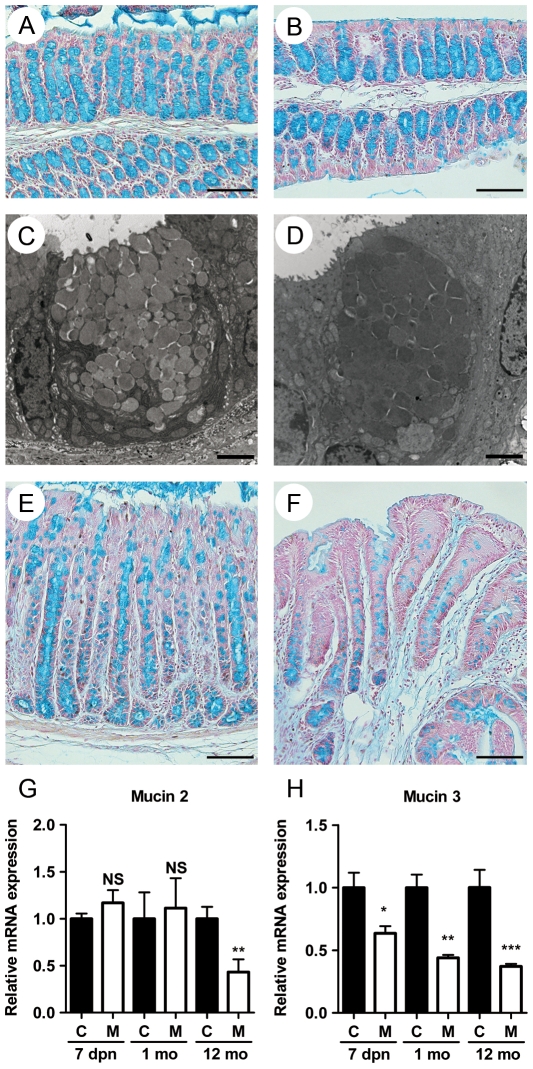
Loss of Hnf4α does not compromise goblet cell maturation in healthy colon mucosa but in long term inflamed colon mucosa. (A) Alcian blue staining of control mice aged of 12 months. (B) Healthy colon region of 12 month-old mutant mice showing normal size and number of goblet cells (Scale bar, 100 µm). Electron microscopy shows a similar maturation level of goblet cells in control (C) and mutant mice (D) (Scale bar, 2 µm). (E) Small size goblet cells in hyperplasic epithelium of 12 month-old mutant mice. (F) Drastic reduction in goblet cell number in hyperplasic crypts (Scale bar, 100 µm). (G) qRT-PCR of *Muc2* mRNA and (H) *Muc3* mRNA in Hnf4α mutants (Open bars) and controls (Black bars). Expression levels are shown as mean values (± SEM) relative to controls and were normalized with the *Hprt* gene. **P≤0.01 and ***P≤0.001.

**Figure 3:**
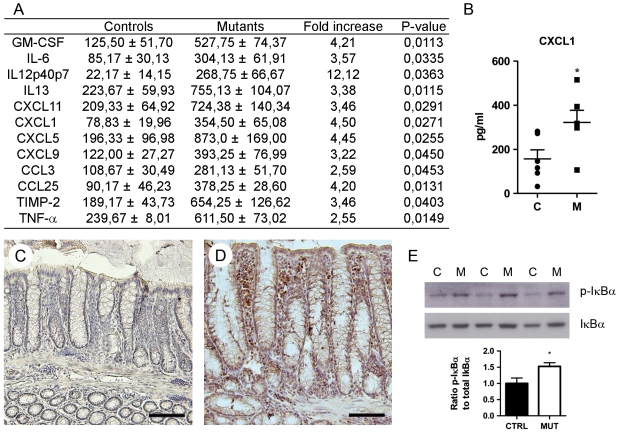
Increased cytokine and chemokine secretion associated with the inflammatory state of *Hnf4α* colon null mice. (A) Summarized results (means ± SEM; at least 3 individuals aged of 12 months) of the semi-quantitative cytokine/chemokine array shown in Table S1. (B) ELISA performed on total protein lysates (means ± SEM; n = 6 per group). (C) Labelling of granulocytic cells by MPO immunohistochemistry was negative in controls as opposed to (D) mutants. Scale bars, 100 µm. (E) Western blot of accumulated phospho-IκBα relative to total IκBα and relative quantification (mean ± SEM), *P≤.05.

### Expression of Cell Death, Cancer and Gastrointestinal Diseases Related Genes Is Altered in the Colon of Hnf4α Mutant Mice

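RNA from the proximal colon of 3 control mice and 3 Hnf4α mutant mice at 12 months of age had been hybridised to 6 Affymetrix mouse genome arrays. The mutants lack a functional Hnf4α, a nuclear receptor of the gut epithelium, in intestinal epithelial cells because Cre under the Villin promoter removes part of the gene. Hnf4a RNA fell in every mutant. Its log2 signal was 12.23, 12.01 and 11.97 in control replicates 1, 2 and 3, and 10.17, 10.09 and 10.15 in mutant replicates 1, 2 and 3, a log2 fold change of -1.94 (standard error 0.10, adjusted p = 0.000788 from limma). All 4 probe sets of Hnf4a fell, with log2 fold changes between -2.26 and -1.48. Where these probe sets lie relative to the deleted exons was not analysed here, so the remaining signal does not measure how complete the deletion was.

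The sample labels give female for the 3 controls and mutant replicate 1, and male for mutant replicates 2 and 3. Xist, the RNA that coats the inactive X chromosome of females, had a log2 signal of 10.96, 9.94 and 10.90 in the controls and of 5.03, 5.19 and 5.32 in the mutants. Eif2s3y, a Y-linked gene, was between 2.75 and 3.16 in the controls and between 7.85 and 8.12 in the mutants. By their RNA all 3 controls were female and all 3 mutants were male, mutant replicate 1 included, so that sex and genotype could not be separated in any comparison of these arrays.

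Markers of other cell types also differed between arrays. Relative to the mean of the controls, the median of 15 smooth muscle markers was -3.78 on the log2 scale in mutant replicate 2, against -0.28 and -0.45 in mutant replicates 1 and 3. The median of 17 fibroblast and matrix markers was -3.09 in mutant replicate 2 and -0.43 and -0.51 in the other mutants. The median of 12 gut epithelium markers lay between 0.15 and 0.21 in the 3 mutants. None of the smooth muscle, fibroblast or gut epithelium markers passed the test between the groups.

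The authors normalized the arrays together by RMA, which gives log2 values. These were used as deposited, and the median log2 signal per array was between 5.43 and 5.53. After 64 control probe sets were left out, 45037 probe sets were tested with limma, mutant minus control, and p-values were adjusted by the Benjamini-Hochberg method. A gene with several probe sets was represented by the one with the highest mean over the 6 arrays, which gave 18193 genes. Groups of 3 limit the precision, and an exact permutation test of 3 mice against 3 gives no two-sided p below 0.1. Gene lists were also tested with camera, with a preset correlation of 0.01 and with a correlation estimated from the arrays. With the estimated correlation no list was called, not even that of the Y-linked genes (adjusted p = 0.0910). A list that it left uncalled was therefore not shown to be unchanged. The lists were fixed after Tables S2 to S4, which report these arrays, had been seen. Their counts and p-values are therefore not fully independent evidence.

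**Figure D1:**
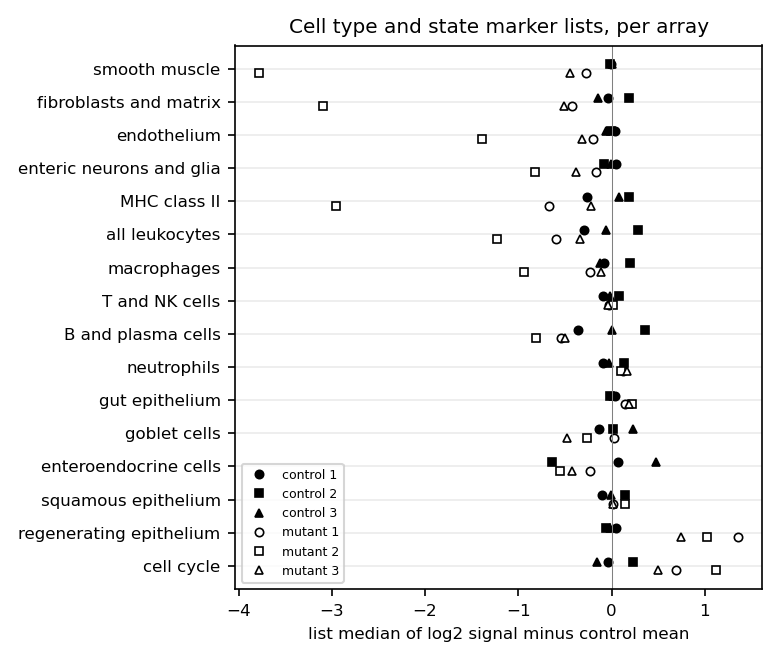
Medians of 16 lists of cell type and cell state markers in each array (horizontal axis, log2 signal minus the mean of the 3 controls; filled symbols, controls; open symbols, mutants). Mutant replicate 2 stands at -3.78 for smooth muscle and -3.09 for fibroblasts, apart from the other mutants, while the 3 mutants lie close together for gut epithelium.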

Gene expression profiling was performed to clarify the gene network associated with the loss of *Hnf4α* and the long term morphological changes observed in colonic crypts. A statistical analysis (*p*≤.05) predicted 485 unique mouse transcripts to be modulated between control and mutant animals (differential ratio ≥2.0, Table S2). 

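In the colon of the mutants 88 genes rose and 72 fell at an adjusted p under 0.05 from limma, and the 3 mutants lay on the same side of the 3 controls for each gene named here. The largest fall was in Mep1b, a subunit of the brush border protease meprin, which went from 10.95 ± 0.49 (SD, n = 3) in controls to 5.18 ± 0.89 (SD, n = 3) in mutants on the log2 scale, a log2 fold change of -5.77 (standard error 0.45, adjusted p = 0.00631 from limma). Ces2a, a carboxylesterase (-5.59), Dpyd, which degrades pyrimidines (-5.08), Aadac, an arylacetamide deacetylase (-4.78), Slc51a, a subunit of the basolateral bile acid exporter (-4.49), and Otc, an enzyme of the urea cycle (-4.37), followed by log2 fold change. Slc3a1, of the cystine transporter (-3.77), the cytochromes Cyp2d26 (-3.68) and Cyp4b1 (-3.67), and Amn, which anchors the cubilin receptor (-3.11), completed the 10 largest falls. The mutant means of Otc (3.99) and Dpyd (4.05) were at or near the signal of Y-linked genes in the controls, between 2.75 and 4.01. Their falls may therefore be larger than measured, and their places in this order are uncertain. The largest rise was in Csta1, an inhibitor of cysteine proteases found in cornifying epithelium, from 3.25 ± 0.33 (SD, n = 3) in controls to 10.65 ± 0.59 (SD, n = 3) in mutants, a log2 fold change of 7.40 (standard error 0.31, adjusted p = 0.000271 from limma). Sprr2h, a small proline-rich protein (4.64), Cers3, a ceramide synthase of the skin barrier (4.50), Grhl3, a transcription factor of barrier formation (4.01), the cytochrome Cyp2f2 (3.51), Trim29 (3.44), Cbr2, a carbonyl reductase (3.20), Il1rn, the interleukin-1 receptor antagonist (3.08), Clca3a2 (2.90) and S100a14 (2.73) completed the 10 largest rises. The control means of Csta1 (3.25), Cers3 (3.19) and Grhl3 (3.43) lay within the signal of Y-linked genes in the controls (2.75 to 4.01). The rises of these genes are therefore lower bounds, and their order is uncertain. With mutant replicate 2, the array low in muscle and matrix RNA, left out, Sprr2h, Cbr2 and Il1rn did not pass the test, while their log2 fold changes, 4.73, 3.25 and 3.24, were no smaller.

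Of 21 measured genes of the brush border and absorptive colonocytes, 4 fell and none rose (10 fell when adjusted over the list alone): Mep1b, Amn, Car4, a membrane carbonic anhydrase (log2 fold change -2.71, standard error 0.24, adjusted p = 0.00977), and Cubn, the cubilin receptor (-2.07, standard error 0.20, adjusted p = 0.0135). Their median log2 fold change was -0.52 (camera adjusted p = 2.44e-09, and adjusted p = 0.162 with an estimated correlation), and it was -0.26 without mutant replicate 1. Of 18 genes of drug metabolism, Ces2a, Ces2e (-2.97), Cyp2d22 (-1.27), Cyp2d26 and Cyp4b1 fell, while Cyp2f2 rose (10 fell and 6 rose when adjusted over the list alone). The median of that list was -1.26 (camera adjusted p = 0.00412, and adjusted p = 0.162 with an estimated correlation). Slc51a and Slc51b, the 2 subunits of the bile acid exporter, were the 2 of 19 genes of bile acid and lipid absorption that fell (5 fell and 2 rose when adjusted over the list alone). Slc51b had a log2 fold change of -2.69 (standard error 0.20, adjusted p = 0.00535), and the list had a camera adjusted p of 0.00909 (adjusted p = 0.182 with an estimated correlation). Otc was the only 1 of 15 HNF4A target genes that fell at this threshold (2 fell when adjusted over the list alone), and 12 of the 15 had negative log2 fold changes, with a median of -0.58 (camera adjusted p = 6.61e-06, and adjusted p = 0.0910 with an estimated correlation). Ppara, a nuclear receptor that controls fatty acid oxidation, fell (-1.01, standard error 0.13, adjusted p = 0.0368) and was the only 1 of 15 genes of fatty acid oxidation that did (4 fell when adjusted over the list alone). The median of that list was -0.06 (camera adjusted p = 0.0110, and adjusted p = 0.551 with an estimated correlation). It turned to 0.06 without control replicate 1 (camera adjusted p = 0.280) and to 0.07 without mutant replicate 1 (camera adjusted p = 0.327), so that the list was not called in either case. None of its genes was called without mutant replicate 2, where Ppara had -1.06.

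Of 12 genes of the glutathione and NRF2 response, Akr1b8, an aldo-keto reductase, rose (1.66, standard error 0.13, adjusted p = 0.00631), and none fell (8 rose and 1 fell when adjusted over the list alone, with a median of 0.62, camera adjusted p = 0.00218, and adjusted p = 0.225 with an estimated correlation). None of 18 genes of sterol and fatty acid synthesis passed the limma test over all probe sets. At an unadjusted p of 0.05 or less 13 were higher by limma and 12 by SAM, and 12 rose when adjusted over the list alone. Of the 18, 17 had positive log2 fold changes, among them Sqle, squalene epoxidase (0.996, standard error 0.20, adjusted p = 0.112), and Dhcr7 (0.77, standard error 0.15, adjusted p = 0.105). The median was 0.59 (camera adjusted p = 1.03e-06, and adjusted p = 0.251 with an estimated correlation).

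At p of 0.05 or less and a ratio of 2 or more, without adjustment, limma gave 491 genes, 209 higher and 282 lower in the mutants. SAM gave 495, 211 higher and 284 lower. At an adjusted p under 0.05, 137 probe sets rose and 102 fell. Without mutant replicate 2, 71 rose and 76 fell. The total of 239 called probe sets became 39 without control replicate 1, 92 without control replicate 3, 169 without mutant replicate 1, 147 without mutant replicate 2 and 52 without mutant replicate 3. Without control replicate 2 it became 336, of which 130 rose and 206 fell, so that falls were in the majority there as they were without mutant replicate 2. With probe sets of named genes on the X and Y chromosomes left out, 215 were called.

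**Figure D2:**
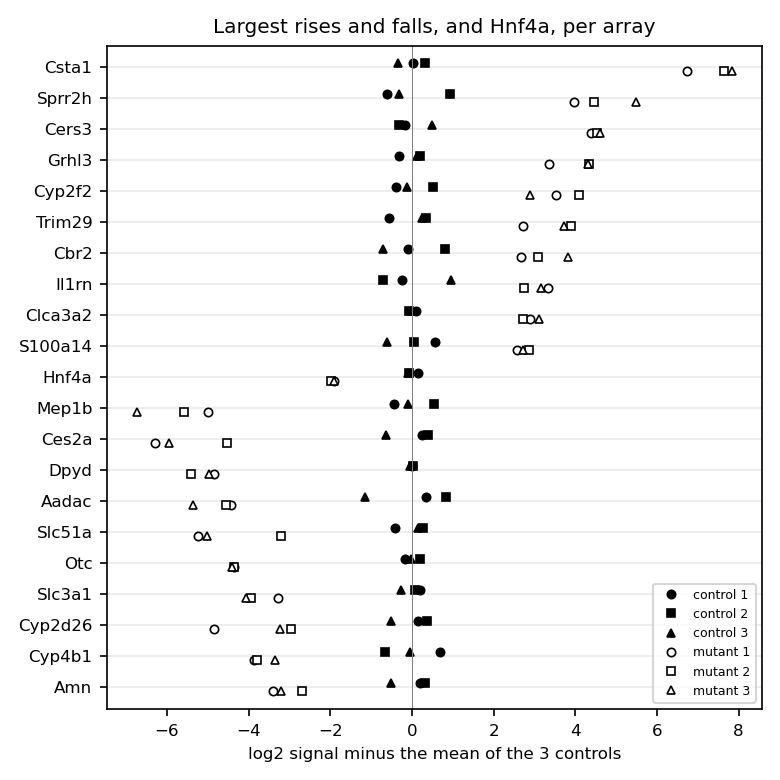
The 10 largest rises, the 10 largest falls and Hnf4a in each array (horizontal axis, log2 signal minus the mean of the 3 controls; filled symbols, controls; open symbols, mutants; symbol shape, replicate). Every mutant lies outside the range of the controls for these genes, from Csta1 at a mean of 7.40 to Mep1b at a mean of -5.77.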

To gain insight into how these modifications relate to colonic function, IPA software was utilized to categorize these modified genes by biological function and to extrapolate interaction networks among them. This analysis identified cell death and cell cycle as being the most important cellular processes predicted to be affected in the *Hnf4α* null colon (Figure S1). 

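Genes of cell division were higher in the mutants. As a group they were not called by camera with an estimated correlation, which called no list at all and so cannot decide. With fry, another test of gene lists, the adjusted p of the cell cycle list was 0.0363. All 40 measured genes of the cell cycle list had positive log2 fold changes, with a median of 0.75, and 2 of them rose at an adjusted p under 0.05: Cdc6, which loads the replicative helicase (log2 fold change 1.03, standard error 0.12, adjusted p = 0.0252 from limma), and Bub1b, of the spindle checkpoint (0.78, standard error 0.11, adjusted p = 0.0425). When adjusted over the list alone, 28 rose. The camera adjusted p was 4.65e-17, and the adjusted p was 0.296 with an estimated correlation. Relative to the mean of the controls, the median of the list was 0.69, 1.12 and 0.49 in mutant replicates 1, 2 and 3, so that it was highest in the array low in muscle and matrix RNA. Without that array the median log2 fold change was 0.59 and no gene of the list passed the test, while Cdc6 had 0.95 and Bub1b 0.72.

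Genes of apoptosis went both ways. Of 27, Bnipl, a BNIP2-related protein, rose (2.32, standard error 0.22, adjusted p = 0.0135), while Trp53inp1, a stress-induced protein that acts with p53 (-1.10, standard error 0.11, adjusted p = 0.0174), and Pmaip1, the BH3-only protein Noxa (-1.30, standard error 0.17, adjusted p = 0.0384), fell. When adjusted over the list alone, 8 rose and 7 fell. The median log2 fold change was 0.13 and the mean 0.04, while camera placed the list lower (adjusted p = 0.749). Without mutant replicate 2, only Bnipl passed the test, while Trp53inp1 (-1.08) and Pmaip1 (-1.34) had falls of much the same size.

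Of 13 genes of regenerating epithelium, 4 rose and none fell (7 rose when adjusted over the list alone): Anxa1, annexin A1 (1.67, standard error 0.13, adjusted p = 0.00554), Anxa8 (2.26, standard error 0.27, adjusted p = 0.0275), Trim29 and Il1rn. The median was 0.95 (camera adjusted p = 9.10e-06, and adjusted p = 0.108 with an estimated correlation). Without mutant replicate 2, 2 of the 13 rose, while the median, 1.05, was no smaller. Btc, betacellulin, rose among 8 EGFR ligands and receptors (1.27, standard error 0.14, adjusted p = 0.0203), and 2 rose and 1 fell when adjusted over the list alone (median 0.06, camera adjusted p = 0.428). Without mutant replicate 2, no EGFR ligand or receptor was called, although Btc had 1.28 there. None of 16 genes of stem cells and Wnt targets passed the limma test (1 rose when adjusted over the list alone, median 0.05, camera adjusted p = 0.749). At an unadjusted p of 0.05 or less 2 were higher and 1 lower, by limma and by SAM. Ephb3 (0.80, standard error 0.16, adjusted p = 0.105) and Prom1 (0.46, standard error 0.14, adjusted p = 0.248) had the smallest p.

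The cell cycle sheet of Figure S1 holds 158 genes, of which 144 were matched by name. Of these 9 rose and 6 fell at an adjusted p under 0.05, and 99 had positive and 45 negative log2 fold changes. On the cell death sheet, 257 of 303 genes were matched, and 16 rose and 11 fell, while 119 had positive and 138 negative log2 fold changes. Without mutant replicate 2, 5 rose and 2 fell on the cell cycle sheet, and 7 rose and 7 fell on the cell death sheet. The number of genes called over both sheets, 32, became 3, 27 and 5 without control replicates 1, 2 and 3. It became 15, 17 and 4 without mutant replicates 1, 2 and 3. Since the study picked these genes on the same arrays, their direction is not independent evidence.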

Of interest, the most significant diseases and disorders that were predicted to occur based on modifications in gene transcripts expression was cancer and gastrointestinal diseases.

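Genes that the study classed under cancer and under gastrointestinal disease rose and fell in the mutants in mixed groups. Of 461 genes on the cancer sheet of Figure S1, 395 were matched by name, and 21 rose and 15 fell at an adjusted p under 0.05 from limma. Anxa1, Bnipl and Cdc6 were among those that rose, and Dpyd, Aadac and Relb, a subunit of NFκB (log2 fold change -1.37, standard error 0.11, adjusted p = 0.00659), among those that fell. Of 174 genes on the gastrointestinal disease sheet, 152 were matched, and 8 rose and 3 fell. Tnfrsf1b, the type 2 receptor of tumor necrosis factor, rose (1.04, standard error 0.11, adjusted p = 0.0174), as did Il1rn, and Ppara fell, and none of these 3 passed the test without mutant replicate 2, where their log2 fold changes were of much the same size (Tnfrsf1b 1.02, Il1rn 3.24 and Ppara -1.06). Without mutant replicate 2, the array low in muscle and matrix RNA, 9 rose and 13 fell on the cancer sheet and 5 rose and 3 fell on the gastrointestinal disease sheet. The genes were picked by the study on these arrays, so the counts are not independent evidence of their direction.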

Identification of these specific molecular-physiological networks led us to show that specific cleavage of caspase-3, a critical executioner during cell apoptosis, was significantly increased in the colon of mutant *Hnf4α* mice (Figure 4A and B). However, the cleavage of caspase-3 was not significantly altered in young adult mice (data not shown). The expression of the *E2f2* transcript, a marker for both cell proliferation and apoptosis [21], remained stable in early postnatal life but became significantly increased in the colon of 12 months old mice (Figure 4C). The expression of the aurora kinase A (*AurkA*) transcript, a regulator of mitosis that is up-regulated in patients with ulcerative colitis [22], was also significantly up-regulated in the long term in colon of *Hnf4α* mutant mice (Figure 4C). These observations were consistent with the long term significant increase in colon crypt length observed in 12 months old *Hnf4α* mutant mice (Figure 4D) and the drastic increase in Ki67 labeling in elongated crypts of *Hnf4α* colon null mice as compared to controls (Figure 4E). Thus, apoptosis and cell proliferation was increased in the long term in colon disease of *Hnf4α* mutant mice probably as a consequence to the inflammatory response.

**Figure 4:**
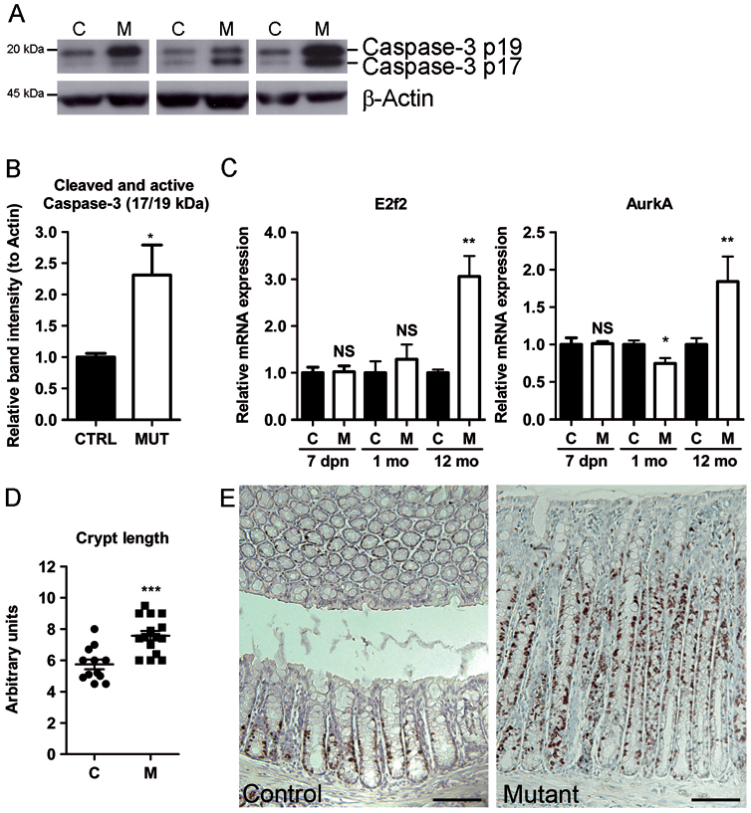
The apoptotic pathway is overly active and the proliferative dynamic is altered in regenerative epithelium. (A) Increased abundance of cleaved and active forms of caspase-3 in 12 month-old mutants (Open bar) relative to controls (Black bar). (B) Quantification of band intensities of cleaved and active caspase-3 combined (n = 4) normalized to β-actin (Black bars, controls; open bars, mutants). Represented as means ± SEM, * *P*≤.05. (C) *E2f2* and *AurkA* modulations seen in microarray data were verified at various time points in mutants (Open bars) relative to controls (Black bars). Expression levels are shown as mean values (± SEM) relative to controls for each time point (3–14 mice per group) and were normalized with the *Tbp* housekeeping gene. (D) Measurements (n = 4 per group) of crypt length. (E) Ki67 immunochemistry of 12 month-old control mice compared to a hyperplasic area seen in mutants of same age. * *P*≤.05, ** *P*≤.01 and *** *P*≤.001.

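In the array data E2f2, a transcription factor that drives entry into S phase, had a log2 signal of 6.73 ± 0.50 (SD, n = 3) in controls and 7.98 ± 0.31 (SD, n = 3) in mutants. The log2 fold change was 1.25 (standard error 0.27, adjusted p = 0.134 from limma), and a less intense probe set of E2f2 gave 1.39 (standard error 0.26, adjusted p = 0.0904). Aurka, the mitotic kinase Aurora A, had a log2 signal of 6.07 ± 0.29 (SD, n = 3) in controls and 7.10 ± 0.39 (SD, n = 3) in mutants, a log2 fold change of 1.03 (standard error 0.23, adjusted p = 0.141). Its less intense probe set gave 0.01 (standard error 0.12), with means of 3.78 in controls and 3.79 in mutants. These means lay within the signal of Y-linked genes in the controls (2.75 to 4.01), so that probe set cannot tell whether Aurka changed. Mki67, which encodes the proliferation antigen Ki67, gave 0.75 (standard error 0.20, adjusted p = 0.207). The 3 mutants lay above the 3 controls for E2f2, Aurka and Mki67, and none of these genes passed the threshold after adjustment over 45037 probe sets.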

### Ion Channel/Transporters Are Modulated Early in Hnf4α Colon Mutant Mice

Hnf4α induces epithelial polarity and barrier function in intestinal epithelial cells *in vitro* [5] and is a crucial regulator of multiple genes involved in tight and adherent junctions in hepatocytes [4]. We thus looked for transcript variation in components of cell-to-cell junctional complexes to monitor whether loss of Hnf4α could affect these transcriptional targets. Surprisingly, this analysis identified very few modifications in the expression of these classes of genes except for the down modulation of claudin-15 transcript and a probable indirect induction of claudin-4 and -8 gene transcripts (Table S3). 

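The claudins held the widest differences among the tight junction genes of Table S3, and none of them passed the test over all probe sets. Cldn15, a claudin that forms cation pores, had a log2 signal of 9.68 ± 0.22 (SD, n = 3) in controls and 8.78 ± 0.14 (SD, n = 3) in mutants, a log2 fold change of -0.90 (standard error 0.14, adjusted p = 0.0580 from limma) or a ratio of 0.534. Cldn4 went from 8.65 ± 0.78 (SD, n = 3) to 10.81 ± 0.45 (SD, n = 3), a log2 fold change of 2.16 (standard error 0.40, adjusted p = 0.0937) or a ratio of 4.48. Cldn8 went from 6.49 ± 0.76 (SD, n = 3) to 8.10 ± 0.42 (SD, n = 3), a log2 fold change of 1.61 (standard error 0.39, adjusted p = 0.170) or a ratio of 3.06. The 3 mutants lay outside the range of the 3 controls for each of these claudins.

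Of the 63 genes of Table S3, 41 had positive and 22 negative log2 fold changes with a median of 0.07, and none rose or fell at an adjusted p under 0.05 from limma. At an unadjusted p of 0.05 or less, 8 were higher and 4 lower by limma, and 9 probe sets of the table were higher and 4 lower by SAM. When adjusted over the list alone, Cldn4 rose and Cldn15 fell. With array weights in limma, Cldn4 rose (log2 fold change 2.47) and Cldn15 fell (-1.005) over all probe sets too. Of the 28 tight junction genes, Cldn4, Cldn8 and F11r, which encodes the adhesion molecule JAM-A (0.30, standard error 0.10, adjusted p = 0.308), were higher at an unadjusted p of 0.05 or less and Cldn15 was lower.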

Gene transcript quantification for each of these claudins confirmed an induction of claudin-4 and claudin-8 and a reduction of claudin-15 in *Hnf4α* colon null mice (Figure 5A). These changes were observed as early as postnatal day 7, a period that preceded detection of crypt distortion and inflammation. Western blot analysis confirmed that these variations were of consequence on the respective protein level in the colon of adult mice (Figure 5B, C). Immunolocalization of both claudin-4 and claudin-8 showed a stronger signal on the colon epithelial surface of *Hnf4α* colon null mice as compared to controls (Figure 5D). Although claudin-15 protein was localized throughout the colonic crypt in control mice, its distribution changed drastically in the *Hnf4α* colon null mice with the upper half of the crypt being devoid of claudin-15 (Figure 5D and E). Because claudin-15 was reported to be crucial in maintaining ion transport but not mucosal permeability in the gut [23], [24], mucosal barrier assays were next performed. Young adult mutant mice did not show significant alteration in colon mucosal permeability to ^51^Cr-EDTA as compared to controls (Figure 5F). This observation coincided with the fact that a limited subset of tight and adherens junction related genes were modulated in the *Hnf4α* colon null mice (Table S3). However, baseline *I*_sc_ was significantly decreased in the colon of young adult *Hnf4α* null mice as compared to controls demonstrating that a decrease in active epithelial ion transport in absence of Hnf4α was taking place before the onset of the disease (Figure 5G). In addition to claudin-15 being crucial for ion transport function, more than 39 gene transcripts directly associated with ion transport function were predicted to be significantly reduced in diseased *Hnf4α* colon null mice (Table S4).

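Among the 19 adherens junction genes of Table S3 no gene passed an adjusted p of 0.05 from limma. At an unadjusted p of 0.05 or less, 3 cadherins of epithelia were higher and 2 cadherins of mesenchymal and neural cells were lower. Cdh1, which encodes E-cadherin, was 12.11 ± 0.04 (SD, n = 3) in controls and 12.35 ± 0.05 (SD, n = 3) in mutants on the log2 scale, a log2 fold change of 0.24 (standard error 0.09, adjusted p = 0.333). Cdh17, the liver-intestine cadherin, had 0.49 (standard error 0.18, adjusted p = 0.330) and Cdh16 0.32 (standard error 0.11, adjusted p = 0.308). Cdh11, a cadherin of fibroblasts, had -1.13 (standard error 0.41, adjusted p = 0.330), with log2 signals of 6.87, 5.06 and 6.14 in mutant replicates 1, 2 and 3. Cdh2, N-cadherin, had -0.93 (standard error 0.36, adjusted p = 0.347), with 5.33, 3.98 and 5.31. Both were lowest in mutant replicate 2, in which markers of muscle and matrix were also low. Of 16 gap junction genes none passed the test, and Gjc1, connexin 45 (-1.07, standard error 0.27, adjusted p = 0.189), and Gjb2, connexin 26 (0.88, standard error 0.32, adjusted p = 0.326), had the smallest p. By SAM, the unadjusted test of the study, 9 probe sets of the whole table were higher and 4 lower at p of 0.05 or less.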

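Ion transport genes were both higher and lower in the mutants at 12 months. Of the 49 genes of Table S4, 27 had negative and 22 positive log2 fold changes, and 1 fell and 3 rose at an adjusted p under 0.05 from limma. Clcn2, a chloride channel of the colonic epithelium, fell from 10.01 ± 0.15 (SD, n = 3) in controls to 9.01 ± 0.07 (SD, n = 3) in mutants on the log2 scale, a log2 fold change of -1.005 (standard error 0.11, adjusted p = 0.0192). Clca3a2 (log2 fold change 2.90, standard error 0.13, adjusted p = 0.000300) and Clca3b (2.31, standard error 0.21, adjusted p = 0.0114), of the family of calcium-activated chloride channel regulators, and Kcnk1, a potassium channel (0.70, standard error 0.09, adjusted p = 0.0361), rose. Kcnk1 had 0.71 without mutant replicate 2 and did not pass the test there, nor with any other array left out. Clcn2 did not pass without control replicate 1, control replicate 3, mutant replicate 1 or mutant replicate 3, with log2 fold changes from -1.07 to -0.92, and Clca3b did not without control replicate 1 (2.21) or mutant replicate 3 (2.26). At an unadjusted p of 0.05 or less, 22 genes of the table were lower and 22 higher. When adjusted over the list alone, 18 fell and 19 rose. Since the study picked these genes on the same arrays, that count is not independent evidence.

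Some genes of Table S4 stand under more than 1 ion, and each was counted here in 1 section only. By section, 4 of 11 chloride genes, 12 of 18 potassium genes, 10 of 17 sodium genes and 1 of 3 water channel genes had negative log2 fold changes. Of all 56 entries of the table, 33 were lower and 23 higher. The lowest value was that of Slc13a2, a sodium-dicarboxylate cotransporter, at -2.97 (standard error 0.62, adjusted p = 0.122), and Slc7a9, an amino acid transporter that pairs with Slc3a1, had -1.74 (standard error 0.30, adjusted p = 0.0730). The highest was that of the water channel Aqp4 at 3.45 (standard error 0.60, adjusted p = 0.0774), and Aqp3 had 2.31 (standard error 0.47, adjusted p = 0.113). Aqp1, a water channel of endothelium, had -0.90 (standard error 0.36, adjusted p = 0.369), with its lowest log2 signal, 8.29, in mutant replicate 2, the array low in muscle, matrix and endothelial RNA.

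In a separate list of 37 genes of colonic ion and water transport, 2 rose and 2 fell (5 rose and 5 fell when adjusted over the list alone). Car4 and Clcn2 fell, and Kcnk1 and Car2, the cytosolic carbonic anhydrase (log2 fold change 0.67, standard error 0.09, adjusted p = 0.0350), rose. The median of the list was -0.07 (camera adjusted p = 0.189), and without mutant replicate 2, 1 rose and 2 fell. The number of Table S4 genes called was 1 without control replicate 1 and 1 without mutant replicate 3. From a lower baseline short circuit current in young adult mutants, the paper concludes that active ion transport falls before the disease sets in, and it adds claudin-15 and the transcripts of Table S4 in diseased mice.

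**Figure D3:**
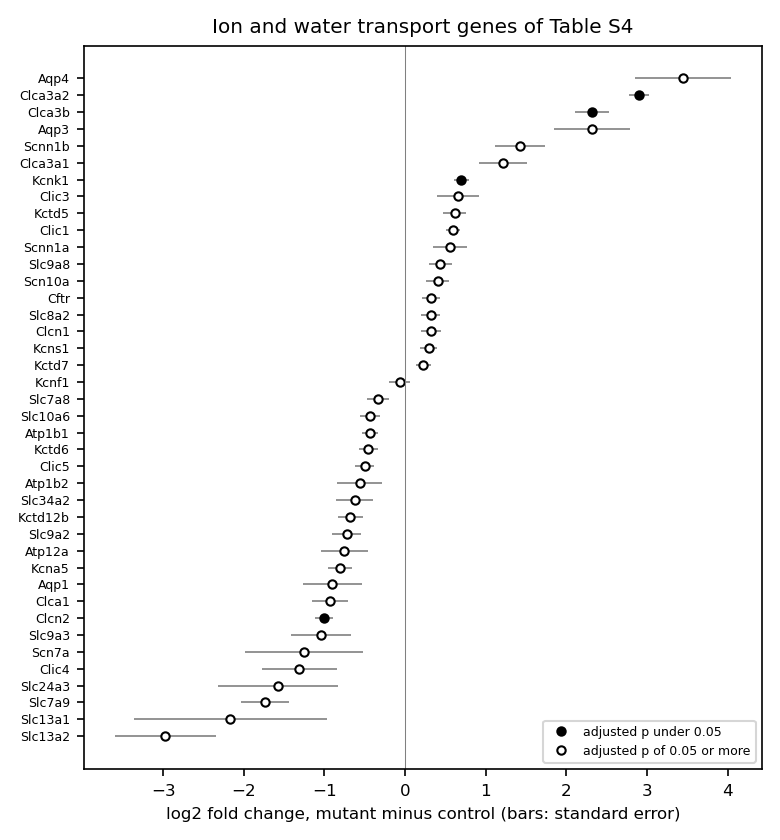
Log2 fold changes, mutant minus control, of the 40 genes of Table S4 that have a single name here (horizontal axis; bars, standard errors from limma; filled symbols, adjusted p under 0.05). In this plot 22 genes lie below 0 and 18 above, from Slc13a2 at -2.97 to Aqp4 at 3.45.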

**Figure 5:**
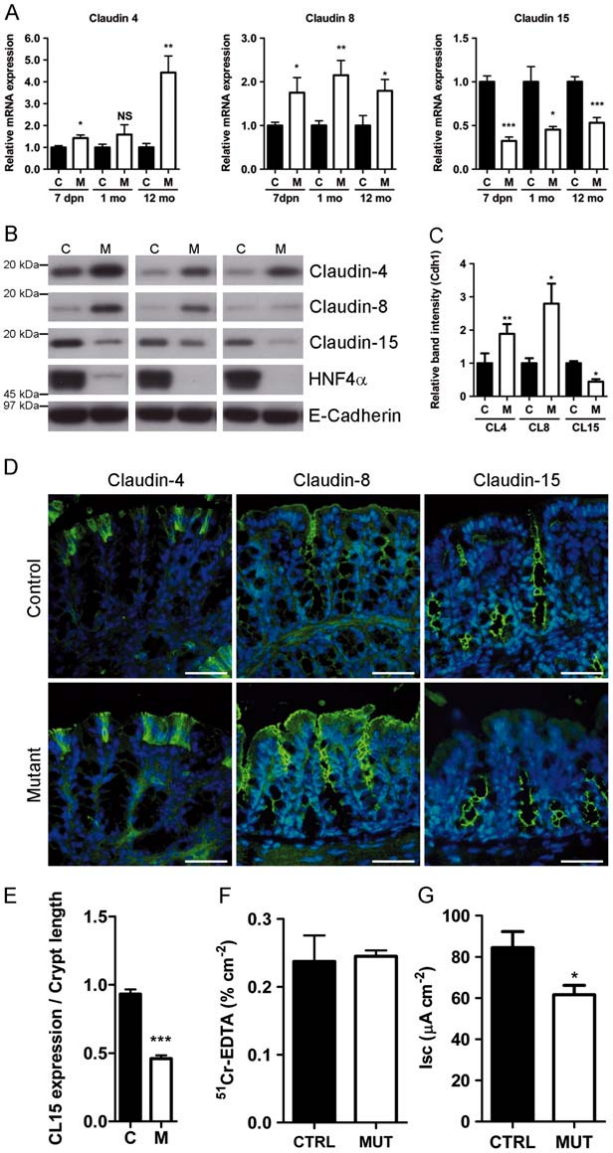
Claudin-15 and ion transport are modulated in *Hnf4α* colon null mutants. (A) qRT-PCR of claudin-4, -8 and -15 at various time points in mutants (Open bars) relative to controls (Black bars). Expression levels are shown as mean values (± SEM) relative to controls at each time point (3–14 mice per group) and were normalized with the *Tbp* housekeeping gene. (B) Immunoblotting confirmed modulated protein levels of claudin-4, -8 and -15 at 12 months in mutants (n = 3, open bars) and relative controls (n = 3, black bars) normalized to stable expression of E-Cadherin (Cdh1). (C) Quantification of band intensities of each claudin (means ± SEM; n = 3 or 4 for each group) relative to Cdh1. (D) Indirect immunofluorescence (FITC) of claudin-4, -8 and -15 in 3 month-old animals in proximal colon (representative of 4 pairs). Nuclei were counterstained with DAPI (blue) and merged with FITC (green). Scale bars, 50 µm. (E) Claudin-15 expression is lost in the upper half of the colon epithelium in mutants (Open bar) relative to controls (Black bar). (F) Colonic permeability to ^51^Cr-EDTA measured in colon tissues from 2 month-old mice (5 mice per group). (G) Baseline short circuit current (Isc) measured in colon tissues from 2 month-old mice (5 mice per group). Represented as mean values ± SEM, * *P*≤.05, ** *P*≤.01, *** *P*≤.001.

### Claudin-15 Is a Direct Gene Target for Hnf4α and Increases Paracellular Conductance in Polarized T84 Colonic Epithelial Cells

Since Claudin-15 (Cldn15) was one of the earliest modified transcripts in *Hnf4α* colon null mice, we verified its status as a direct gene target for Hnf4α. Analysis of the first 1 kb of the mouse *Cldn15* gene promoter with the TRANSFAC database predicted 4 putative Hnf4α binding sites (Figure 6A). The ability of Hnf4α to interact with these sites was monitored by EMSA. Nuclear extracts from 293T cells expressing exogenous Hnf4α led to a specific shift complex for two of the predicted sites (BS-1 and BS-4) in a comparable manner to a previously validated Hnf4α site within the *Apoc3* gene promoter [10] (Figure 6A). This shift complex was specific for Hnf4α interaction as demonstrated with the formation of a supershift complex when Hnf4α antibodies were included in the binding reaction but not when substituted with control antibodies (Figure 6A). ChIP assays were next performed on >isolated mouse colonocytes. Immunoprecipitations of the chromatin with Hnf4α antibodies followed by PCR amplifications of different *Cldn15* regions were performed. Hnf4α consistently pulled down the BS-1 and BS-4 containing genomic regions of *Cldn15* in contrast to the BS-2 region, negative for Hnf4α interaction by EMSA and not immunoprecipitated under these conditions (Figure 6B). Forced expression of Hnf4α in cultured intestinal epithelial cells resulted in a significant increase of *Cldn15* gene transcript (Figure 6C). Exogenous expression of Cldn15 in the T84 colon cell line was next achieved to monitor the function of Cldn15 on ion conductance in the context of colonic epithelial cells (Figure 6D). Controls and Cldn15 T84 cell monolayers were seeded onto semipermeable filters and conductance was monitored after each cell populations had reached confluence. A significant increase in ion conductance was maintained for several days in T84/Cldn15 as compared to T84 control cell populations (Figure 6E). These results indicated that Hnf4α was able to activate *Cldn15* expression probably via direct transcriptional mechanisms and confirmed that Cldn15 was potent to increase ion conductance in the context of a colonic epithelial cell monolayer.

**Figure 6:**
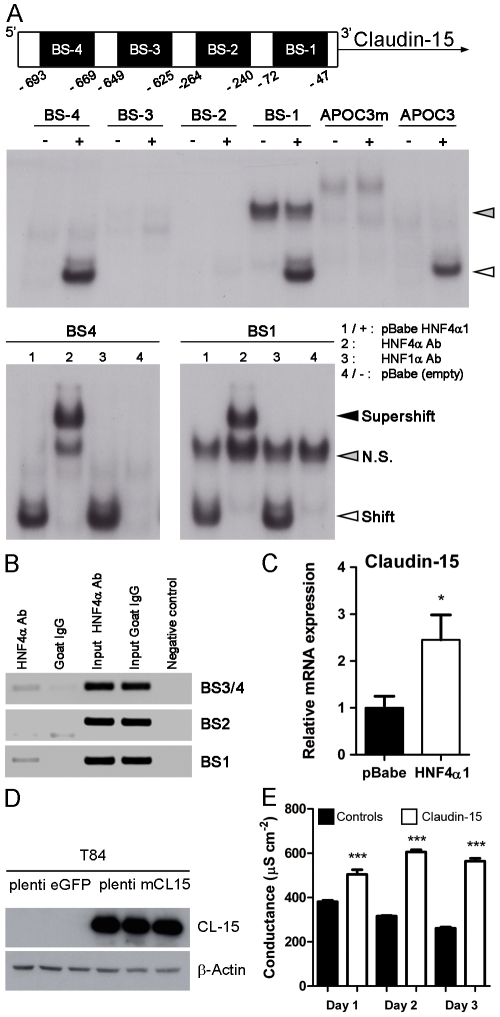
The claudin-15 gene is a direct target of Hnf4α. (A) EMSA of 4 Hnf4α binding sites found in the 1 kb mouse claudin-15 promoter performed with 293T cells transfected with pBabe Hnf4α1 vector and 293T nuclear extracts as negative controls. Shifts (white arrow head) are compared to previously published APOC3 and mutated APOC3 (APOC3m) for control binding site. NS is non-specific binding (grey arrow head). Supershifts (black arrow head) were done with Hnf4α antibody (sc-6556). (B) ChIP assays of the 4 putative sites performed on epithelial cells from adult mouse colon. (C) qRT-PCR of claudin-15 on IEC6 cells infected with pBabe Hnf4α as compared to control vector pBabe (n = 4). (D) Western blot of 3 stable T84 cell populations expressing mouse claudin-15. (E) Conductance measured for three consecutive days after the reach of confluence on three populations of T84 cells expressing mouse claudin-15 or control plenti eGFP vector. Represented as mean values±SEM, *** *P*≤.001.

### Down-Modulation of *HNF4A* Correlates with Decreased Expression of *CLDN15* in Experimental Colitis and IBD

HNF4α was reported to be decreased during experimental colitis and IBD [12]. The expression status of *CLDN15* in the disease was assessed by qRT-PCR in comparison to *HNF4A*. DSS-induced colitis led to a significant *Cldn15* reduction in the colon similarly to *Hnf4α* levels (Figure 7A). The expression of both *HNF4A* (Figure 7B) and *CLDN15* (Figure 7C) gene transcripts were significantly reduced in intestinal biopsies from IBD patients as compared to controls. These observations further supported a close relationship between *Hnf4α* and *Cldn15* expression during intestinal inflammatory diseases.

**Figure 7:**
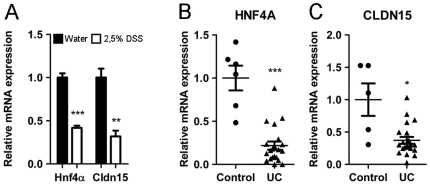
*HNF4A* expression is reduced in IBD patient samples in association with Claudin-15. (A) qRT-PCR of Hnf4α and claudin-15 expression following 10 days of 2.5% DSS mild treatment in the distal colon of CD1 mice relative to water treated mice. *HNF4A* expression was retained at 22% (B) and claudin-15 was retained at 37% (C) in ulcerative colitis (UC) patient samples (n = 21) as compared to healthy patient samples (CTRL) (n = 6). Represented as mean values ± SEM, * *P*≤.05, ** *P*≤.01, *** *P*≤.001.

## Discussion

HNF4α transcriptional regulator is critical during the ontogeny and normal development of certain organs as well as in the pathogenesis of human disorders. Its roles have been ascertained for homeostasis of liver and pancreatic function and have been functionally linked to diabetes [25]. HNF4α is crucial to the polarization of cultured intestinal epithelial cells and to the initiation of their morphological and genetic differentiation *in vitro* [5]. Hnf4α is also essential to colonic epithelial cell differentiation during early mouse embryonic development [10]. However, small intestine deletion of Hnf4α following embryonic development results in minor defects on epithelial differentiation [11]. Here, our findings identify HNF4α as an important regulator of gut mucosal ion transport rather than mucosal permeability. In addition, a long term and chronic inflammatory consequence arising from the colonic epithelial loss of this transcriptional regulator was observed. The delayed manifestation of the clinical symptoms related to the colonic disease indicates that loss of Hnf4α involves complex mechanistically interactions that ultimately lead to the development of the disease. The pathogenesis of IBD is complex and involves susceptibility genes, the epithelial barrier function, innate and adaptive immunity and environmental factors including bacteria [26]. The only premature defect we were able to identify in the colon of *Hnf4α* null mice was a decline in ion transport. We propose that rapid down-modulation of Hnf4α-dependent transcriptional targets such as *Cldn15* can cause defects in epithelial ion transport ultimately leading to histopathological changes resembling those seen in patients with IBD.

Hnf4α was recently reported to be required in colon epithelial cells to protect against dextran sodium sulphate (DSS), a commonly used model of acute intestinal injury that does not result in chronic inflammatory disease [12]. The *Muc3* gene, a transcriptional target of Hnf4α [10], was reported to be down-modulated in young adult *Hnf4α* colon null mice and was proposed to account for the Hnf4α protective effect. This specific transmembrane mucin is localized both in absorptive and goblet cells [27] and can reduce mucosal ulceration and apoptosis in experimental acute colitis [28]. Thus reduction in Muc3 could be partly involved in the long term spontaneous disease of *Hnf4α* colon null mice. However and in contrast to Ahn *et al*. [12], we observed that goblet cell maturation was not significantly altered in young adult *Hnf4α* colon mutant mice and that the Muc2 gene transcript was only decreased in later stages, in association with the depletion of goblet cells in hyperplasic crypts. The results suggest the latter is not a primary event in the initiation of the disease but rather a consequence of progression of colonic inflammation. Colonic goblet cell maturation was reported to be altered in embryonic *Hnf4α* colon mutant mice with the use of another mouse conditional knockout system [10]. The precise window of time in which intestinal *Hnf4α* was altered differs in our study, as compared to what had been previously reported [10]. The *Foxa3*-Cre transgene utilized in the latter study efficiently removed *Hnf4α* at embryonic day 7.0, a period that precedes the onset of intestinal epithelial monolayer formation and cytodifferentiation. The *Villin*-Cre transgene has been reported to be active at a period following the onset of intestinal cytodifferentiation [11]. We conclude that the presence of Hnf4α no longer interferes with cell epithelial differentiation or goblet cell maturation after determination has occurred during early intestinal ontogeny. Increased mucosal permeability was also reported to occur in adult *Hnf4α* colon null mice when administrated with DSS for several days [12]. Although the exact mechanism by which DSS induces acute colitis are still not well described, there are suggestions that epithelial cells might become sensitive to this chemical to result in a loss of epithelial integrity. We did not observe any change in paracellular permeability as measured by ^51^Cr-EDTA flux in adult *Hnf4α* colon null mice suggesting that spontaneous inflammatory disorder in this mouse model was not due to initial defects in tight junction dysfunction. In support of this, it was recently demonstrated that intestinal barrier loss in transgenic mice can accelerate the onset and severity of experimental colitis but is insufficient to lead in spontaneous inflammatory disease [29]. Our findings support the important conclusion that the solely loss of intestinal Hnf4α can initiate, by itself, epithelial defects that are resulting in spontaneous inflammatory disease.

A detailed gene profiling of *Hnf4α* colon null mice identified important classes of molecules with known functions in cell death, ion transport and cell cycle regulation. Our data indicate that three claudin family members (claudin-4, -8 and -15), crucial components of epithelial tight junctions, are deregulated long before the histopathological manifestations of the disease. *Hnf4α* colon null mice displayed a significant increase in the expression of claudin-4 and claudin-8 without any suggestion of relocalization in the mucosa, as studied by immunofluorescence. As expected, these modulations did not have an impact on mucosal permeability. Cldn15 was recently demonstrated to function as a paracellular ion transport without interfering in tight junction barrier function [23]. This function was confirmed in the mouse intestine by the generation of a claudin-15 knockout model that led to intestinal epithelial cell alterations, including enhanced proliferation and decreased electrical conductance without noticeable impact on mucosal permeability [24]. These findings are consistent with reduced claudin-15 expression in the upper half of the colonic mucosa in relation to the reduction of ion transport but not permeability that we observed in the *Hnf4α* colon null mice. There is growing evidence that specific defects in ion transport can lead to altered water movements and contribute to symptom generation and diarhea in IBD and spontaneous colitis in mice [30], [31]. Such defects can result in the alteration of acidic pH of the intestinal surface and favour bacterial adhesion to further facilitate microbial-epithelial interactions and translocation contributing to the inflammatory change. Functional variants of *SLC22A4* and *SLC22A5* ion transporter genes that alter their transcription and transporter functions are associated with the Crohn's disease *IBD5* locus [32]. Our observations are suggestive of a cascade effect of several ion transporters being altered in the *Hnf4α* colon null mice and to become important contributors to the long term onset of the disease in this context.

The detection of increased cleaved effector forms of caspase-3 as well as sporadic crypt hyperplasic regions in the colonic mucosa of *Hnf4α* mutant mice are consistent with the alterations predicted by the specific gene networks identified from the gene profiling analysis. Evidence is accumulating indicating that a defect in apoptosis is involved in the pathogenesis of IBD [33], [34]. In addition, E2F family members are recognized as important modulators of both cell division and apoptosis within developing tumors [35]. The long term observation of rare polyp initiation in some of the *Hnf4α* mutant mice could suggest that cumulated defects associated with colonic crypt distortion could eventually lead to tumor initiation under specific circumstances. Hnf4α down-regulates cell proliferation through the transcriptional activation of the cyclin-dependent-kinase inhibitor p21/CIP1/WAF1 [36]. However, the proliferation index of colonic epithelial cells in young adult mice was comparable between control and *Hnf4α* mutant mice (data not shown) and was consistent to what has been reported in the colonic embryonic situation [10]. Thus, the specific hyperplasic regions that develop in the absence of Hnf4α are probably the consequence of early molecular defects that influence the establishment of this phenotype. In accordance with this reasoning, IBD patients manifest an increased risk of developing colon cancer because persistent inflammation will lead to increased cellular turnover with selection pressures may result in the emergence of cells that are at high risk for malignant transformation [37].

We conclude that Hnf4α integrity is crucial to maintaining the fundamental properties of the colonic mucosa in protecting the host against luminal components that are likely to be disruptive, in the long term, to mucosal, immune homeostasis, potentially leading to episodes of colonic inflammation as observed in human IBD. *HNF4A* transcriptional regulator along with ion transport related target genes that include *CLDN15* represent promising candidates to dissect at the molecular level the delayed manifestation of IBD and might help to better define the predicting risk of IBD susceptibility among human populations.

## Supporting Information

Figure S1 Classification of modified genes in Hnf4α colon null mice by biological function
(0.35 MB XLS) Click here for additional data file.

Table S1 Inflammatory mediator profile in diseased Hnf4α null colon
(0.02 MB XLS) Click here for additional data file.

Table S2 Genes modulated by ≥2.0 in diseased Hnf4α null colon
(0.10 MB XLS) Click here for additional data file.

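Table S2 lists, for each transcript, the ratio of mutants over controls from the difference of their mean log2 signals, and a p from SAM. Its 485 entries, 279 lower and 206 higher, were set against SAM recomputed on the 6 arrays. All 485 ratios matched the ratio of a probe set within a relative tolerance of 1e-05, and for 484 the p matched that probe set's within a relative tolerance of 0.001 as well. By limma, 275 of the 279 probe sets were lower and 203 of the 206 higher at an unadjusted p of 0.05 or less. At an adjusted p under 0.05, 59 were lower, among them Mep1b and Dpyd, and 73 were higher, among them Csta1 and Cers3.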

Table S3 Junction forming genes in diseased Hnf4α null colon
(0.03 MB XLS) Click here for additional data file.

Table S4 Ion transport associated genes
(0.04 MB XLS) Click here for additional data file.

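Table S4 groups ion and water transport transcripts by the ion they carry and gives the same ratio and p as Table S2. It has 56 entries for 49 different symbols because some transporters stand under more than 1 ion. Each of the 56 matched a probe set of the arrays on the ratio and on the SAM p. Counted by symbol, 22 were lower and 20 higher at a SAM p of 0.05 or less, and 7 had a p above 0.05. For 9 of the 49 genes, among them Aqp3 and Aqp4, the probe set with the highest mean was another than that of the table.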

How the deposited data were processed for this re-analysis (not part of the article)

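RNA from the proximal colon of 3 control and 3 Hnf4α mutant mice, 12 months of age, had been measured on 6 single-colour Affymetrix mouse genome arrays. Groups, replicate numbers, ages and labelled sexes were taken from the paper and the sample labels, and no array was left out. The methods name proximal colon, while the labels name only colon. The authors normalized the arrays by RMA in FlexArray and deposited log2 values for 45101 probe sets with no missing values. The background and summary steps of RMA were not repeated. The table held no column of another sample. The deposited log2 values were not normalized again for the results at the claims. The median per array, over the 45037 tested probe sets, was between 5.43 and 5.53.

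Probe sets were named from the annotation of the platform. Of the 45037 probe sets left after 64 control probe sets, 34945 had 1 gene symbol, 932 had several and 9160 had none. No gene was named from a probe set with several symbols. By gene number, 34741 were matched to the mouse reference genes, and 0 symbols changed. Some genes of the paper's tables and of the lists have no single name here and are not reported by name: of 582 genes listed, 44 were not analysed. Chromosomes were used only to find genes of the X and Y chromosomes.

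Mutant minus control was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without covariates), and p-values were adjusted over 45037 probe sets by the Benjamini-Hochberg method. A log2 fold change is the difference of the group means, and its standard error is limma's moderated one. The threshold was an adjusted p of 0.05. The paper's thresholds, an unadjusted p of 0.05 and a ratio of 2, were applied as well. SAM, the test that the methods name, was recomputed as the difference over the sum of the standard error and a constant, the 10th percentile of the standard errors, with p-values pooled over 20 relabelings and all probe sets. With groups of 3, such p-values adjusted by the Benjamini-Hochberg method cannot reach 0.05. Each gene was represented by its probe set with the highest mean. Gene lists were tested with camera (preset correlation 0.01, and an estimated correlation) and with fry, adjusted over 34 lists. The genes of Tables S3 and S4 were matched to probe sets by the ratio and p that the paper gives, and those of Figure S1 by symbol. From Figure S1 10 sheets were read, and the other 10 were not used here. Figures were drawn with matplotlib 3.10.9.

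The groups, tests, alternatives, gene lists and the rule for naming genes were fixed before the data were examined, although the values in Tables S2 to S4 and Figure S1 had been seen. Those values come from the same arrays, so the counts and tests of the lists are not fully independent of them. The rule named the genes that the paper names for the colon; the 10 largest rises and falls among genes at an adjusted p under 0.05 whose groups do not overlap, with Xist and Y-linked genes kept apart as a check of sex. It also named up to 4 called members of each list or table section with the smallest adjusted p, or up to 2 with the smallest p, given as values, where none was called, and any member called against the direction of most called members of its list. Cdh11, Cdh2, F11r, Aqp1 and Ces2e at the claims, and Krt5, Krt14, Krt1, Il4 and Fas in the closing section, are outside this rule.

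Replicate numbers did not pair the mice: the correlations of the deviations from the group means were -0.02, 0.25 and -0.15 for mice of the same number. The alternatives were SAM, the Student test that the statistics section of the paper names, an intensity trend with robust eBayes, array weights, centring of each array on its median, quantile normalization on top, the probe sets above the median of the means, sex as labelled as a covariate, females as labelled only, the replicate number as a block, each array left out in turn, the mean of all probe sets per gene, and, for single results, other thresholds, list tests or lists without X and Y genes. Added after the data had been seen were a test without probe sets of named X and Y genes, the mean of the smooth muscle markers as a covariate, and every alternative for the genes of Figure S1. The labelled sex is contradicted by the RNA of mutant replicate 1, so the fits that use it do not remove an effect of sex.

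The scripts were tested on simulated data with the spread of the real arrays, in which 100 probe sets were changed by a log2 fold change of 1 and 100 by 2 among 45037. limma recovered 56 and 89 of them at an adjusted p under 0.05, with 4 false calls. At an unadjusted p of 0.05 and a ratio of 2 it recovered 58 and 100, with 130 false calls. The simulated list that was raised was called and none of 30 unchanged lists was. On the real arrays, camera with its preset correlation called between 8 and 16 lists in the splits other than mutant against control. The estimated correlation was 0.93 for the smooth muscle markers there. The simulation therefore does not show how often camera calls a list falsely on the real arrays. Signal near the background cannot be told from no expression: in the controls, whose RNA is that of females, the Y-linked genes Eif2s3y, Kdm5d and Uty gave log2 signals between 2.75 and 4.01. No detection calls were used here.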

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

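Except for camera with an estimated correlation on the full lists, the tests weighed in this part were chosen after the result was seen. They concern signals in genes that the article's text does not discuss: Y-linked genes, the low muscle and stroma RNA of mutant replicate 2, the largest rises, and lists of genes called higher by camera with its preset correlation.

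The Y-linked genes Eif2s3y, Kdm5d and Uty were higher in all 3 mutants than in all 3 controls, with log2 fold changes of 5.04, 4.63 and 1.64, and Xist was lower (-5.42), although the label of mutant replicate 1 is female. Named genes of the X and Y chromosomes as the whole source of the differences are argued against, since 215 probe sets were called with them left out, against 239 with them. An exchange of mutant replicate 1 with a control is argued against too, since the lowest Hnf4a signal of the controls lay 1.81 above that of mutant replicate 1 (10.17) on the log2 scale. Effects of sex on autosomal genes cannot be told apart from effects of the genotype, because 0 arrays departed in their Y-linked RNA from their genotype group. The RNA of mutant replicate 1 is that of a male, and neither the reason for its label nor the sex of the mice as a biological difference was tested.

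In mutant replicate 2 RNA of muscle and stroma was low: the medians of smooth muscle, fibroblast, endothelial and neural markers were -3.78, -3.09, -1.39 and -0.83 relative to the controls. Degraded RNA is argued against, since the 3' minus 5' log2 signal of that array was -0.0195 for actin and -0.148 for Gapdh, the lowest of the 6 arrays for both. The mutation alone is argued against as well, since the other mutants, with Hnf4a signals of 10.17 and 10.15 against 10.09 in this array, had smooth muscle medians no lower than -0.45. Less muscle and stroma in that piece of colon and a change in the tissue of that mouse both stay open, since the 4 medians define the pattern and test neither. MHC class II (-2.95) and leukocyte markers (-1.23) were also lowest in that array.

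Among the largest rises, Csta1 (log2 fold change 7.40), Sprr2h (4.64), Cers3 (4.50), Grhl3 (4.01) and Trim29 (3.44) are genes known from cornifying epithelium. Squamous epithelium in the mutants' pieces is argued against, since the median change of 18 squamous markers was 0.0923, and Krt5, Krt14 and Krt1, abundant in such epithelium, had mutant means of 5.76, 4.45 and 4.43 and changes of -0.07, 0.14 and 0.03. A regenerating state of the mutant epithelium is a hypothesis that stays open: without Trim29 and Il1rn, the list of regenerating epithelium had a median of 0.63 and a camera p of 0.0627 with an estimated correlation. An effect of sex on these genes was not tested, since sex and genotype coincide.

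The other large rises were Cyp2f2 (3.51), Cbr2 (3.20), Il1rn (3.08), Clca3a2 (2.90) and S100a14 (2.73). Genes of sterol and fatty acid synthesis had a median log2 fold change of 0.59, genes of the glutathione and NRF2 response 0.62 and genes of regenerating epithelium 0.95. With an estimated correlation their camera adjusted p was 0.251, 0.225 and 0.108, so that none of the 3 lists was called with it. That test called no list at all, and fry gave these 3 lists an adjusted p of 0.0287, 0.0141 and 0.0128.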

How the results depend on the processing

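The cause was not tested for any change below unless its construction is named. The fits without probe sets of named X and Y genes, with the muscle covariate, and all alternatives for the Figure S1 genes were chosen after the result was seen.

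The 239 called probe sets became 0 with SAM, whose adjusted p cannot reach 0.05 with 3 against 3, 6 with the Student test, 599 with array weights, 48 with sex as labelled as a covariate, 49 with females as labelled only, which leaves 1 mutant assumed to vary like the controls, 62 with the replicate block and 86 with smooth muscle markers as a covariate. They ranged from 39 to 336 with 1 array left out. In every fit that tested them, the 239 kept their sign, and with 1 array left out 39 to 165 of them stayed called. The 491 genes at the paper's thresholds became 138 at an adjusted p and 1372 at 1.5-fold, and ranged from 351 to 791 with 1 array left out. Their share lower in mutants, 57.4%, was 48.1% with the Student test, 49.2% with sex as a covariate and 51.1% with females only, and ranged from 51.1% to 65.4% with 1 array left out.

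The 21 lists called by camera, 5 higher and 16 lower, became 0 with an estimated correlation and 11 with fry, and ranged from 19 to 21 with 1 array left out. The cell cycle median of 0.75 was not called with an estimated correlation, and the list had an adjusted p of 0.0363 with fry. The 0 called genes of Table S3 became 1 with trend and robust eBayes, 2 with array weights and 1 with the mean of all probe sets, and stayed 0 with 1 array left out. The 4 called genes of Table S4 became 0 with SAM and 0 with the Student test, 7 with array weights, 1 with sex as a covariate, 1 with females only, 2 with the replicate block, 7 with the mean of all probe sets and 1 with the muscle covariate, and ranged from 1 to 5 with 1 array left out. The 32 called genes of the cell cycle and cell death sheets became 0 with SAM, 1 with the Student test, 66 with array weights, 3 with sex as a covariate, 2 with females only, 6 with the replicate block and 6 with the muscle covariate, and ranged from 3 to 27 with 1 array left out.

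Of the genes the paper names, 1 (Hnf4a) was called, and this became 0 with SAM, 0 with the Student test and 0 with females only, where Hnf4a had -1.94, -1.94 and -1.90. The number was 2 with trend and robust eBayes, 2 with the mean of all probe sets and 3 with array weights. Cldn15 passed the test with trend and robust eBayes (-0.90), array weights (-1.005) and the mean of all probe sets (-0.90), and Cldn4 with array weights (2.47). The replicate numbers do not pair the mice (correlations -0.02, 0.25 and -0.15), and not every mouse was closest to its own number, so the losses with the block do not measure a weaker effect.

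The sign reversed for these values, of which only the medians of fatty acid oxidation, goblet cells, enteroendocrine cells, macrophages and smooth muscle belong to lists called by camera. With sex as a covariate and with females only, Muc2 was 0.238, Slc22a5 -0.222 and Actb -0.0141, and the medians were 0.0231 for goblet cells, -0.0246 for the cytokine antibody array and -0.0255 for interferon response. With the mean of all probe sets, Tbp was 0.0145 and Actb -0.238. With array weights, stem cells and Wnt targets were -0.0259 and Paneth cells and small intestine -0.0102. With the probe sets above the median of the means, NFkB targets were -0.0660 and interferon response -0.00963. T and NK cells were 0.0257 with centring and 0.0106 with quantile normalization. With the muscle covariate, Cxcl1 was -0.00586, the cytokine antibody array -0.0191, macrophages 0.0171 and smooth muscle, removed by its own covariate, 0.00492. With 1 array left out the values ranged from -0.00438 to 0.396 for Slc22a5, -0.127 to 0.00224 for Tbp, -0.128 to 0.0670 for fatty acid oxidation, -0.692 to 0.0928 for enteroendocrine cells, -0.0639 to 0.119 for stem cells and Wnt targets, -0.0309 to 0.0620 for the cytokine antibody array, -0.139 to 0.120 for interferon response, -0.0593 to 0.0523 for T and NK cells, -0.132 to 0.0892 for distal hindgut position, -0.0495 to 0.151 for Paneth cells and small intestine, and -0.137 to 0.0251 for colonic ion and water transport.

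Splits of 6 arrays are too few for a share under 0.05. Of 10 splits, 1 gave as many called probe sets (239, highest other 0), 1 as many genes at the paper's thresholds (491, highest other 222), 1 as many lists (21, highest other 16), 1 as many genes of Table S4 (4, highest other 0), 1 as many genes of the 2 sheets (32, highest other 0), and 10 as many of Table S3 (0, highest other 0).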

Differences from the paper's values

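The article's text gives more than 39 ion transport transcripts as significantly reduced, the paper's value. Here 22 of the genes of Table S4 were lower at an unadjusted p of 0.05 or less from limma. Under the alternatives set before the data were examined the number was between 8, with sex as labelled as a covariate, and 23, without mutant replicate 1, and none came within 1.5 times of 39. SAM, the paper's test, gave 21. Table S4 itself has 22 symbols that are lower and 20 that are higher at a SAM p of 0.05 or less.

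For Muc2 the paper's qRT-PCR ratio of mutant over control at 12 months is about 0.43 in Fig. 2, read by eye, and the array ratio was 0.895. The log2 signal of Muc2 in control replicate 3, 14.42, was the maximum of that array, so the array ratio could miss a larger difference. For Muc3 the paper's ratio is about 0.37 in Fig. 2, read by eye, and the array ratio was 0.813. No alternative set before the data were examined brought either within 1.5 times of the paper's ratio or within the replicate spread. For Cldn8 the paper's qRT-PCR ratio at 12 months is about 1.8 in Fig. 5A, read by eye, and the array ratio was 3.06. Array weights (2.38), sex as labelled as a covariate (2.54), females as labelled only (2.54), and leaving out control replicate 1 (2.87), control replicate 2 (2.44) or mutant replicate 2 (2.58) gave a ratio within the replicate spread or within 1.5 times of the paper's; the other alternatives did not. The groups of mice of the qRT-PCR and of the arrays are not known to be the same, and in the arrays 3 mutants with male RNA stand against 3 controls with female RNA.

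The paper reports no significant wild-type Hnf4α message in the mutants by qRT-PCR, while the array ratio was 0.261. Which part of the message the probe sets measure was not analysed here.

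The paper states that Cldn15 was lower and Cldn4 and Cldn8 were higher. The arrays gave these directions, with ratios of 0.534, 4.48 and 3.06 that match Table S3, but limma's adjusted p was 0.0580, 0.0937 and 0.170. Cldn15 passed the test with trend and robust eBayes, with array weights and with the mean of all probe sets per gene, and Cldn4 with array weights. E2f2 and Aurka, which the paper lists as modulated, were higher without passing the adjusted threshold (adjusted p = 0.134 and 0.141).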

Other observations

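The test of cytokine RNA against protein was written before its result was seen.

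Immune markers were not higher in these arrays as groups. None of 15 leukocyte markers passed an adjusted p of 0.05 from limma (8 were lower at an unadjusted p of 0.05 or less, by limma and by SAM, and 5 fell when adjusted over the list alone). Their median log2 fold change was -0.76 (camera adjusted p = 9.20e-08, and adjusted p = 0.392 with an estimated correlation), and -0.46 without mutant replicate 2. Ptprc, which encodes the leukocyte antigen CD45, had a log2 fold change of -1.25 (standard error 0.32, adjusted p = 0.186 from limma) and Cd48 -1.05 (standard error 0.19, adjusted p = 0.0870). None of 17 B and plasma cell markers passed (10 were lower unadjusted, by limma and by SAM, and 6 fell when adjusted over the list alone), with a median of -0.59 (camera adjusted p = 7.08e-06, and adjusted p = 0.392 with an estimated correlation). Mzb1 had -2.02 (standard error 0.56, adjusted p = 0.220) and Irf4 -1.15 (standard error 0.29, adjusted p = 0.188). Of 15 macrophage markers, Mertk, a receptor for apoptotic cells, fell (-1.29, standard error 0.13, adjusted p = 0.0174), 1 rose and 1 fell when adjusted over the list alone, and the median was -0.43 (camera adjusted p = 0.0132, and adjusted p = 0.392 with an estimated correlation). The macrophage list was not called without mutant replicate 2 (median -0.17, camera adjusted p = 0.0629) or without control replicate 2 (median -0.34). None of 18 T and NK cell markers passed (0 unadjusted, by limma and by SAM, median -0.01, camera adjusted p = 0.325), with Cd3g at -0.40 and Cd5 at 0.26. None of 12 neutrophil markers passed (1 was higher unadjusted, by limma and by SAM, median 0.15, camera adjusted p = 0.177), with S100a8 at 0.56 (adjusted p = 0.306), Csf3r at 0.18 and Mpo at 0.13 (standard error 0.10, adjusted p = 0.601). The control and mutant means of Mpo (4.13 and 4.26) and S100a8 (4.03 and 4.58) were close to the signal of Y-linked genes in the controls (2.75 to 4.01). A rise of these 2 genes could therefore have been missed, and the paper reports MPO staining in mutants but not in controls. None of 6 MHC class II genes passed (1 was lower unadjusted, by limma and by SAM), with H2-Aa at -1.83 and H2-Ab1 at -1.35. Their median was -1.27 (camera adjusted p = 0.00749, and adjusted p = 0.392 with an estimated correlation), and -0.43 without mutant replicate 2 (camera adjusted p = 0.00328). None of 19 interferon response genes passed (3 were higher and 2 lower unadjusted, by limma and by SAM, median 0.00, camera adjusted p = 0.614), with B2m, the light chain of MHC class I, at -0.91 (adjusted p = 0.0538) and Usp18 at 1.47 (adjusted p = 0.200). Of 17 NFκB targets, Relb fell (1 rose and 1 fell when adjusted over the list alone, median 0.08, camera adjusted p = 0.749 and direction lower). Cxcl1 had 0.08 (adjusted p = 0.808) and Nfkbia -0.35 (adjusted p = 0.464).

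No gene of the secretory cell lists passed the limma test. Of 15 goblet cell genes (4 lower unadjusted by limma, 3 by SAM), Clca1 had -0.94 (standard error 0.22, adjusted p = 0.167), Ang4 -2.37 (standard error 0.87, adjusted p = 0.334), Muc2 -0.16 (standard error 0.20, adjusted p = 0.759) and the membrane mucin Muc3, outside the list, -0.30 (standard error 0.12, adjusted p = 0.350). Muc2 was at the maximum of the array in control replicate 3 (14.42), so a larger fall could have been missed. The goblet median was -0.23 (camera adjusted p = 0.0195, and adjusted p = 0.392 with an estimated correlation), and -0.11 without mutant replicate 2. The goblet list was not called without control replicate 3 or without mutant replicate 3. Of 13 enteroendocrine genes (5 lower unadjusted, by limma and by SAM, and 2 fell when adjusted over the list alone), Nts, neurotensin, had -2.73 (standard error 0.43, adjusted p = 0.0602) and Gcg, proglucagon, -1.93 (standard error 0.40, adjusted p = 0.121). The enteroendocrine median was -0.38 (camera adjusted p = 0.00159, and adjusted p = 0.392 with an estimated correlation), and it turned to 0.09 without control replicate 3, where the list was not called (camera adjusted p = 0.0779).

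Of 14 endothelial markers Clec14a fell (-1.52, standard error 0.22, adjusted p = 0.0439), with -1.36 and no call without mutant replicate 2, and the median was -0.69 (camera adjusted p = 5.96e-06, and adjusted p = 0.392 with an estimated correlation). None of 14 markers of enteric neurons and glia passed (6 lower unadjusted by limma, 5 by SAM), with Prph at -1.15 and Uchl1 at -0.98 (median -0.47, camera adjusted p = 3.22e-05, and adjusted p = 0.392 with an estimated correlation). None of 15 smooth muscle markers passed (0 unadjusted, by limma and by SAM), with Pln at -0.66 (median -1.38, camera adjusted p = 9.10e-06, and adjusted p = 0.392 with an estimated correlation). None of 17 fibroblast markers passed (6 lower unadjusted, by limma and by SAM), with Fap at -0.92 and Aspn at -1.71 (median -1.21, camera adjusted p = 1.03e-06, and adjusted p = 0.392 with an estimated correlation). Without mutant replicate 2, the medians of endothelial, neural, smooth muscle and fibroblast markers were -0.29, -0.29, -0.35 and -0.42. None of 12 gut epithelium markers passed (4 higher and 1 lower unadjusted, by limma and by SAM, and 2 rose when adjusted over the list alone), with Krt18 at 0.75 and Krt19 at 0.45 (median 0.19, camera adjusted p = 0.0908). None of 18 squamous markers passed (2 higher unadjusted, by limma and by SAM, and 1 rose when adjusted over the list alone), with Krt13 at 0.96 and Sprr3 at 0.40 (median 0.09, camera adjusted p = 0.448). None of 6 genes of distal hindgut position passed (0 unadjusted, by limma and by SAM), with Hoxd10 at -1.44 and Hoxd11 at -0.26 (median -0.08, camera adjusted p = 0.273). None of 8 genes of Paneth cells and small intestine passed (1 higher and 1 lower unadjusted by limma, 1 lower by SAM), with Apoa4 at -0.56 and Fabp6 at 0.63 (median 0.01, mean 0.39, camera adjusted p = 0.749 and direction lower). Of 5 X-linked dosage genes Xist and Kdm6a, which escapes X inactivation, fell (-5.42 and -0.88, list median -0.60, camera adjusted p = 4.72e-06, and adjusted p = 0.0910 with an estimated correlation). The 3 measured Y-linked genes rose (list median 4.63, camera adjusted p = 4.55e-09, and adjusted p = 0.0910 with an estimated correlation).

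Of the other genes that the paper names, Cdkn1a had a log2 fold change of 0.67 (standard error 0.31, adjusted p = 0.423), Slc22a4 -1.14 (standard error 0.37, adjusted p = 0.284) and Slc22a5 0.15 (standard error 0.25, adjusted p = 0.823). The reference genes Tbp, Hprt and Actb had -0.07, 0.38 and 0.06 (adjusted p = 0.799, 0.230 and 0.817).

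Groups that do not overlap were found for 4248 of 18193 genes, 23.3%, against 10% by chance for 3 against 3. Of these 2636 were higher and 1612 lower in the mutants.

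The 38 proteins of the cytokine array in Table S1, measured in other tissue samples of mice of this age, were set against the RNA of their genes. By the paper's ratios 36 of the 38 proteins were higher in mutants, 12 of them at the paper's p of 0.05 or less, while 20 of the 38 RNAs had positive log2 fold changes, and 1, Tnfrsf1b, rose at an adjusted p under 0.05 (log2 fold change 1.04, and 1.02 without mutant replicate 2, where it was not called). The median of the list was 0.00 (camera adjusted p = 0.452). The hypothesis that protein ratios follow RNA changes was not borne out: across genes, which are not independent replicates, Spearman's rho was -0.10 (permutation p = 0.544, adjusted p = 0.647, and rho -0.26 without mutant replicate 2) and Pearson's r was -0.07 (permutation p = 0.647, adjusted p = 0.647), with 2 relations computed. Without the genes of the 2 proteins farthest from the median ratio, Il4 and Fas, r was -0.01. Of the 38 RNAs, 19 had mean log2 signals under 5 in both groups, close to the signal of Y-linked genes in the controls, so a relation could have been missed.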
